A study of Drosophila melanogaster with 4 samples. Its data were reported in "An Interaction between RRP6 and SU(VAR)3-9 Targets RRP6 to Heterochromatin and Contributes to Heterochromatin Maintenance in Drosophila melanogaster" (2015).

How the data were processed

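RRP6 occupancy was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in S2 cells, a Drosophila melanogaster line of embryonic origin, that expressed the exosome ribonuclease RRP6 with a V5 tag. Per the labels, the cells received double-stranded RNA (dsRNA) against either GFP, the control, or Su(var)3-9, the gene of a histone H3 lysine 9 methyltransferase, and tagged RRP6 was pulled down with an antibody against V5. The series has 4 samples: 1 immunoprecipitate (IP) and 1 input of each dsRNA treatment. The 2 IP samples each came with a list of RRP6-rich regions, which entered the comparisons. The inputs served as the background of the region calls and were not analysed here on their own. The study pooled material from independent experiments before sequencing, so each list stands for a pool. With 1 list per condition there was no replicate, and no test between the conditions was possible.

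Reads were aligned with Bowtie to the dm3 build of the fly genome, and regions were called with MACS2 version 2.1.0.20140616, per the submitters' processing notes. Per the file headers, each IP library was called against its own input in broad mode, with an effective genome size of 120 Mb, a q-value cutoff of 0.05 and at most 1 tag kept per position. The study's descriptions of the limits for duplicates and q-values differ in part from the headers, which were followed here. The larger library was scaled down to the smaller, so that the input was scaled to the IP. The fragment size estimated by the caller was 47 bp in the control and 46 bp in the knockdown, under the tag length of 50 bp. The lists also held weaker regions, down to a −log10 q of 1.04 in the control and 1.00 in the knockdown.

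The deposited lists give 3 kinds of value per region. The pileup is a signal, the tag coverage of the region in the IP library, which the authors did not scale for depth between the IP libraries. The −log10 p-value and −log10 q-value are the authors' measures of how far the region stood above the local background. The fold is the authors' ratio of the IP to that background. Pileup, fold and −log10 q belong to each region as called in its own library, so they were used to rank or match regions within a list. Alternatives with a minimum of fold or −log10 q in both lists are the exception, since a region near the minimum can pass in 1 list only, and the lists differ in depth.

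Depth was taken per the file headers. The control IP held 12190050 tags, of which 5530295 remained after removal of duplicates, and the knockdown IP held 8191052 and 3655310. The filtered knockdown library was thus 66.1% of the control library. The duplicate rate was 55% in both IP libraries and 7% and 8% in the inputs, which kept 9794520 and 9135738 tags.

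A control region was called kept when 1 knockdown region covered at least 50% of its length, and lost otherwise. A knockdown region was called gained when no control region covered at least 50% of its length. Sequences were grouped into X, the autosomal arms (2L, 2R, 3L and 3R), chromosome 4, the heterochromatic (Het) scaffolds (2LHet, 2RHet, 3LHet, 3RHet, XHet and YHet), and the unplaced U and Uextra. Pericentromeric windows of dm3 ran from 22 Mb on 2L, 23 Mb on 3L and 22 Mb on X to the end of the arm, and over the first 1.3 Mb of 2R and 0.4 Mb of 3R. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only.

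Differences in share lost between classes were set against 10000 random lists, drawn from the comparison regions with the same number of regions in each combination of quintiles of fold and length. Where the comparison regions of a combination were too few, they were drawn with replacement. The percentile of the observed share among the random lists describes these libraries and is not a test of the conditions. On simulated loss that depended on fold and length alone, the random lists gave a mean difference of 3.65 percentage points for the Het scaffolds, 5.46 for the pericentromeric windows and −0.56 for X, where 0 was simulated. Of 200 simulated runs each, 16.5%, 12.5% and 26% respectively left the 95% range of the random lists on the side of that deviation. A logistic fit of loss on the logarithms of fold and length, or of −log10 q and length, was therefore added after the data were seen. It gave mean differences of −0.20, 0.07 and 0.00 points in the same runs, with a 95% interval that covers the fit and the counting error. The simulated loss was itself drawn from a fit of this form to the arm regions. These small differences were thus built in and do not show that the real loss had this form. The deviations of the random lists likewise hold for loss of this form. Of 20 points asked for on the Het scaffolds, 11.0 could be added, since the chance of loss was capped at certainty. With loss set by −log10 q and length, the fit on these then found an excess in 89% of 200 runs. This figure holds only where the form of the fit is right. The overlap rule was checked on 300 simulated regions against a count per base, with 0 mismatches.

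The bounds of the quintiles were taken over both sets of regions together; bounds from the class alone were also tried on simulated loss, were no better for X and were dropped. The expectation from depth, the bins of 1 Mb, the chance overlap from 200 random shifts, the matching on −log10 q in 10 bins and the comparison of Uextra with the arms were likewise chosen after the data were seen. All other choices above, and the regions to be named, were fixed before the data were examined, except where stated. The regions named were, in the control list, the 10 of highest fold on the arms and chromosome 4, the 5 of highest fold on the Het scaffolds and the 3 each on U and Uextra. The 10 lost and 10 gained regions of highest fold on the arms were added, with 5 each on the Het scaffolds, and the 5 windows of 50 kb on the arms or Het scaffolds with most control, lost and gained regions. Alternatives covered the overlap rule, region thresholds, list size, merging, scaffolds, matching variables and window boundaries.

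The gene annotation at hand was of a later genome release than dm3, and coordinates were not converted. Genes, promoters and transposons under the regions, and densities over full chromosome lengths, were therefore not analysed here. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.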

Results

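RRP6 is a catalytic subunit of the nuclear exosome, the complex that degrades and processes RNA, and SU(VAR)3-9 methylates histone H3 at lysine 9 in heterochromatin. The study asked where RRP6 sits in the genome of S2 cells and which of these places depend on SU(VAR)3-9. The data are 1 list of RRP6-rich regions from control cells treated with dsRNA against GFP and 1 list from cells treated with dsRNA against Su(var)3-9, called the knockdown here. The level of SU(VAR)3-9 itself was not analysed here.

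The control list held 5447 RRP6-rich regions, which covered 735 kb in total. The knockdown list held 4733 regions over 570 kb, which is 13.1% fewer regions. Regions were short, with a median length of 80 bp (quartiles 61 and 179) in the control and 70 bp (quartiles 57 and 151) in the knockdown. The authors' fold over the local background had a median of 4.28 in the control list and 4.72 in the knockdown list. These values belong to each list and are not compared. The knockdown IP had 33.9% fewer tags after filtering than the control IP. A region needs a larger enrichment to be called in a shallower library.

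RRP6-rich regions were found on every arm and scaffold, and they were most numerous on X and on Uextra. Uextra, a collection of unplaced and repeat-rich sequence, held 2505 control regions, or 46% of the list (95% interval 44.7 to 47.3%). X held 928 regions, or 17.0% (16.0 to 18.1%), against 390 to 582 on each of the autosomal arms. X had 2.07 times as many regions as the mean autosomal arm, which held 449. In the knockdown list X had 931 regions and the mean autosomal arm 406, a ratio of 2.29.

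Among the autosomal arms, 3R held 582 control regions, 2R 424, 2L 399 and 3L 390. Chromosome 4, which is largely heterochromatic, held 5. The Het scaffolds, the assembled part of pericentromeric heterochromatin, held 82 regions, or 1.51% of the list (1.20 to 1.87%). Of these, 32 were on 3RHet, 23 on 2RHet, 16 on 3LHet, 4 on XHet, 4 on YHet and 3 on 2LHet. U held 132. In covered base pairs the order of X and Uextra was further apart, since Uextra regions had a median length of 154 bp and X regions of 64 bp. Uextra then made up 63.1% of the covered length and X 9.68%. Of control regions with a fold of at least 5, by contrast, 35.7% were on X and 18.7% on Uextra.

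**Figure D1:**
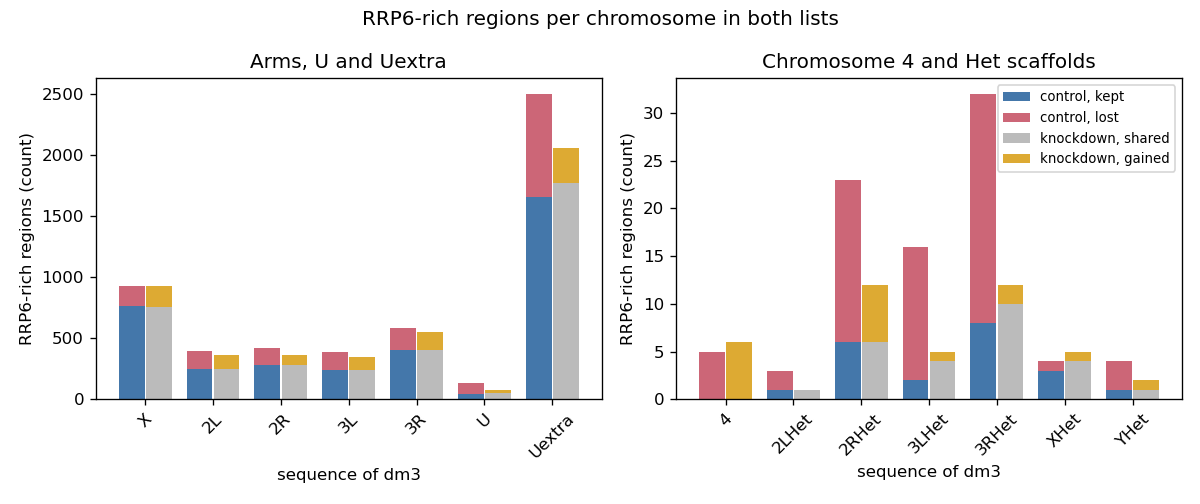
Number of RRP6-rich regions (vertical axes, linear counts) on each sequence of dm3 in the control list (left bar of each pair, kept in blue and lost in red) and the knockdown list (right bar, shared in grey and gained in yellow). X held 928 and 931 regions in the control and knockdown lists, while 3RHet held 32 and 12.

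The control regions of highest fold lay on 5 different arms and on several scaffolds, and nearly all were also in the knockdown list. The highest fold on the arms was 21.3, at 3L 21491630 to 21491786 (dm3), with a −log10 q of 71.7. It was followed by 3R 627837 to 627982 (fold 18.3), 2L 4063009 to 4063112 (fold 17.4) and 2R 9579248 to 9579364 (fold 17.3). Of the 10 highest on the arms, 4 were on X, led by X 4593546 to 4593645 (fold 16.8), and the lowest fold among them was 15.9. All 10 were kept. On the Het scaffolds, 3RHet 2136613 to 2136746 reached a fold of 19.8, followed by 3RHet 2493345 to 2493420 (9.44), XHet 24069 to 24132 (7.11) and XHet 191195 to 191273 (5.99). These 4 were kept, and the next, 3LHet 1883562 to 1883614 (4.45), was lost. The 3 highest on Uextra, led by 26944305 to 26944459 with a fold of 21.0, and the 3 highest on U, led by 8347884 to 8347958 with a fold of 11.6, were all kept.

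Windows of 50 kb were ranked on the arms and Het scaffolds only, not on U and Uextra. Among these, control regions were densest in a few windows, mostly of X. The window with most regions was X 3600001 to 3650000, with 11, of which 3 were lost. Next came 2R 2000001 to 2050000, with 10 regions and 4 lost, and X 3200001 to 3250000, with 10 and 1 lost. Windows at X 7000001 to 7050000 and X 13850001 to 13900000 held 9 regions each, with 1 lost in each.

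The loss of regions after SU(VAR)3-9 depletion was the main question of the experiment. Of the 5447 control regions, 1780 had no knockdown region over at least 50% of their length, a share lost of 32.7% (31.4 to 33.9%). With the knockdown regions moved to random positions of the same sequence, a mean of 0.57% of control regions would have been kept, against 67.3% observed. Regions this short seldom overlap at random positions, so this figure bears on chance overlap only and not on the cause of loss. Loss was highest on chromosome 4, the Het scaffolds and U, where control regions were low in fold and −log10 q. On the Het scaffolds 61 of 82 regions were lost, or 74.4% (63.6 to 83.4%), and on U 84 of 132, or 63.6% (54.8 to 71.8%). All 5 regions of chromosome 4 were lost, which allows a share from 47.8% upward. On the autosomal arms 34.8% were lost (32.6 to 37.0%), on Uextra 33.7% (31.8 to 35.6%) and on X 17.5% (15.1 to 20.1%).

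By scaffold, 24 of 32 regions were lost on 3RHet, 17 of 23 on 2RHet, 14 of 16 on 3LHet, 3 of 4 on YHet, 2 of 3 on 2LHet and 1 of 4 on XHet. Among the autosomal arms the share lost ran from 30.1% on 3R (26.4 to 34.0%) to 39.2% on 3L (34.4 to 44.3%), with 34.0% on 2R and 38.1% on 2L. Every autosomal arm thus lay above X, whose interval did not reach theirs. When overlap over 50% of either region counted as kept, 22 of 32 regions of 3RHet and 15.9% of X regions were lost, and 28.5% of the whole list.

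In net numbers, the Het scaffolds went from 82 regions in the control list to 37 in the knockdown list, U from 132 to 76, Uextra from 2505 to 2059 and the autosomal arms from 1795 to 1624. X stayed at 928 and 931. Of the 4733 knockdown regions, 946 were gained, a share of 19.99% (18.9 to 21.2%). The share gained was 27.8% on the autosomal arms (25.7 to 30.1%), 18.3% on X (15.8 to 20.9%) and 13.8% on Uextra (12.4 to 15.4%). On the Het scaffolds 11 of 37 were gained (29.7%, 15.9 to 47%), 6 of these on 2RHet. All 6 knockdown regions of chromosome 4 were gained, so that no region of chromosome 4 was shared between the lists.

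Lost regions were weaker than kept regions. In the control list the median fold was 3.14 (quartiles 2.61 and 3.97) in lost regions and 4.83 (3.89 and 6.28) in kept regions. The median −log10 q was 2.23 and 7.26. In the knockdown list, likewise, gained regions had a median fold of 4.08 (3.33 and 4.76) and shared regions 4.98 (3.83 and 6.81). On X, lost regions had a median fold of 4.13 and kept regions 6.38. On the Het scaffolds the medians were 2.40 and 3.13.

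The classes of sequence differed in strength before any depletion. The median fold of control regions was 5.84 on X, 4.75 on the autosomal arms, 3.62 on Uextra, 2.79 on U, 2.53 on the Het scaffolds and 2.54 on chromosome 4. The median −log10 q followed a similar order, with 8.46 on X, 5.57 on the autosomal arms, 5.04 on Uextra and 2.1 on the Het scaffolds. Loss on the arms fell with −log10 q, from 97.4% of the 155 arm regions (2L, 2R, 3L, 3R and X) under 1.5 to 77.6% between 2 and 3, 36.7% between 4 and 5, and 1.17% of the 858 regions at 10 or more. Of Het regions, 19 of 19 were lost under 1.5, 19 of 21 between 2 and 3, 5 of 9 between 3 and 4, and 0 of 10 at 5 or more. The shares of X and the autosomal arms overlapped in their intervals in each range of −log10 q, although X gave 56.5% (34.5 to 76.8%) and the autosomes 80.6% (73.6 to 86.4%) between 2 and 3.

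**Figure D2:**
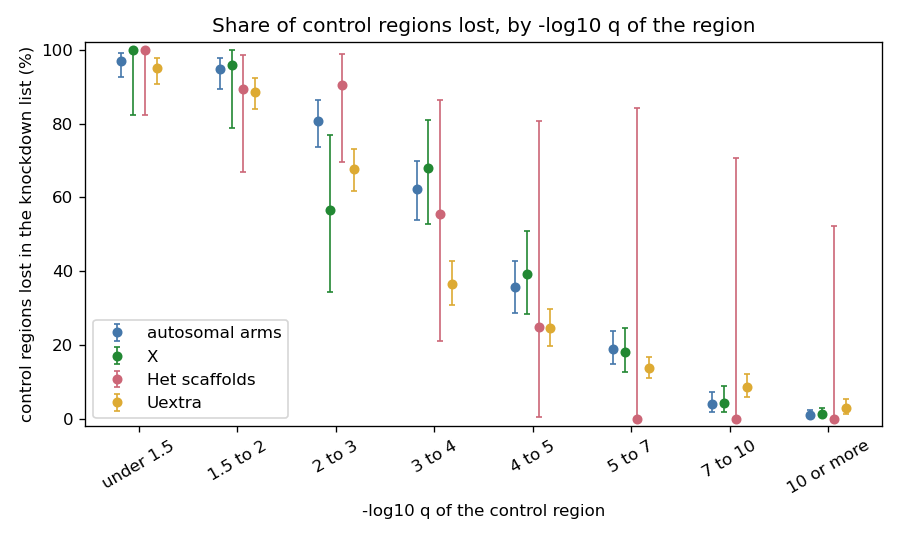
Share of control regions lost in the knockdown list (vertical axis, percent) against the −log10 q of the region in the control list (horizontal axis, ranges), for the autosomal arms, X, the Het scaffolds and Uextra. Points are shares with 95% Clopper-Pearson intervals; loss fell in all 4 classes from 95.2% or more under a −log10 q of 1.5 to 2.96% or less at 10 or more.

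The question whether heterochromatic regions were lost more often than equally strong regions elsewhere was asked with matched random lists. The plain difference between the Het scaffolds and the arms was 45.5 percentage points (74.4% against 28.9%). Arm regions matched on fold and length had a mean share lost of 81.4% (95% of lists 74.4 to 87.8%). The difference from that mean was −6.99 points, and the Het share lay at percentile 2.51, the edge of the random lists. In simulated runs without a class difference, lists matched on fold and length erred the other way, by a mean of 3.65 points. On −log10 q and length, matched after the data were seen, the random mean was 76.3% (69.5 to 82.9%), and the Het share lay at percentile 29.4. Matching on pileup and length, which does not even out the lower fold of Het regions, left an excess of 25 points.

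The pericentromeric ends of the arms held 34 control regions, 13 of them on 3L, 8 on X and 6 on 2R. Of these, 27 were lost, or 79.4% (62.1 to 91.3%), against 28.2% (26.5 to 29.97%) of the 2689 distal regions. All 6 in the 2R window and all 4 in the 3R window were lost. Their median fold was 2.5, against 5.12 in distal regions. Distal regions matched on fold and length had a mean share lost of 72.4% (61.8 to 82.4%), and the pericentromeric share lay at percentile 88.8, within the range of the random lists.

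X regions were lost less often than those of the autosomal arms, by 17.3 percentage points (17.5% against 34.8%). Autosomal regions matched to X on fold and length had a mean share lost of 17.6% (16.3 to 18.9%). The share on X lay at percentile 41.9, and the difference from the matched mean was −0.13 points.

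**Figure D3:**
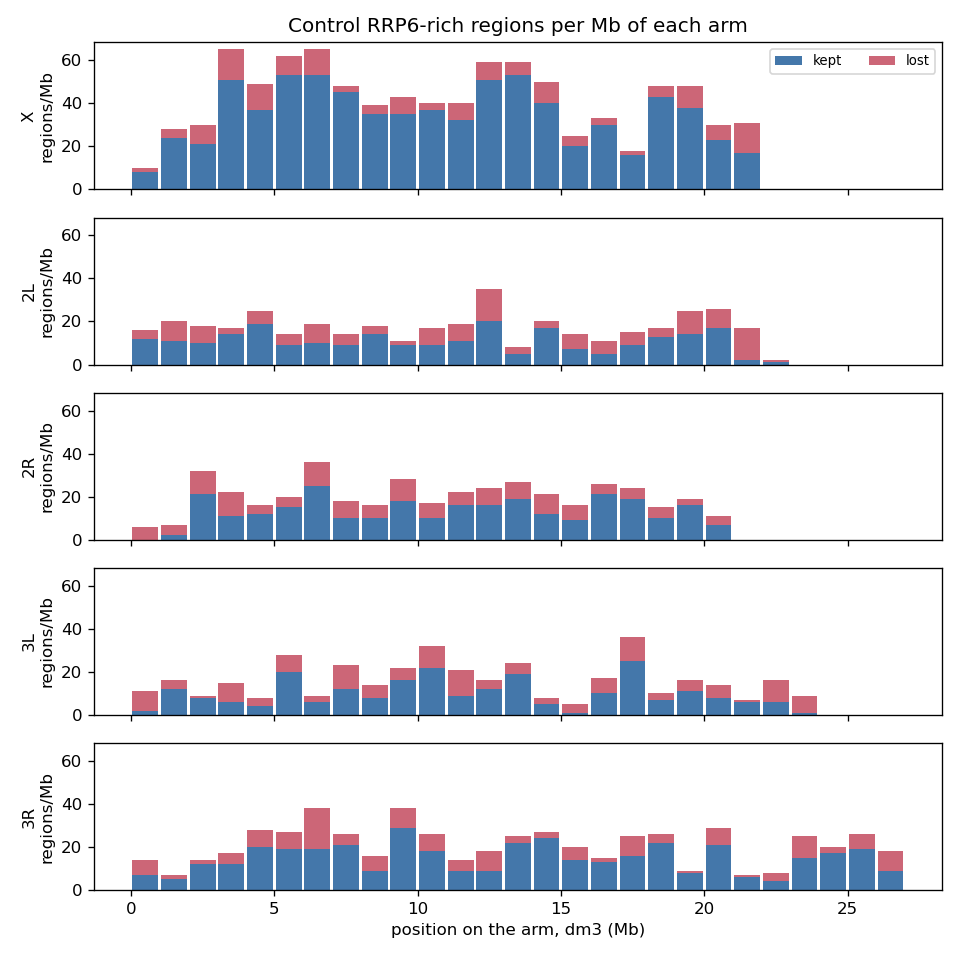
Control RRP6-rich regions per 1 Mb of each arm (vertical axes, counts; horizontal axis, dm3 position in Mb), kept in blue and lost in red; the incomplete last bin of each arm is not drawn. X bins held 10 to 65 regions and bins of the autosomal arms 2 to 38.

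Lost regions were ranked by fold on the arms and on the Het scaffolds, not on U and Uextra. The strongest on the arms were X 17889112 to 17889343 (fold 8.30), 3R 20382806 to 20383037 (8.30), 2L 8619857 to 8620097 (7.84), 3R 3966461 to 3966758 (7.78) and X 6296576 to 6296805 (7.06), followed by 5 with folds of 6.09 to 7.02. All 10 were 168 to 298 bp long, and each had a knockdown region within 500 bp, although none covered 50% of it. The 5 strongest lost Het regions had folds of 3.34 to 4.45. They were 3LHet 1883562 to 1883614, 2RHet 2598891 to 2598942, XHet 190566 to 190668, 2RHet 2154280 to 2154430 and 3LHet 1167859 to 1168036, and 1 of the 5 had a knockdown region within 500 bp.

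The strongest gained regions on the arms, by their fold in the knockdown list, were X 13810765 to 13810972 (9.69), X 12054874 to 12055101 (8.93), 3R 14787722 to 14787936 (8.89), 2R 12254064 to 12254244 (8.57) and 3L 7538179 to 7538415 (8.11), followed by 5 with folds of 7.16 to 7.99. All 10 had a control region within 500 bp. On the Het scaffolds the 5 strongest gained regions had folds of 3.20 to 4.93, led by 2RHet 3084356 to 3084403.

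Among windows of the arms and Het scaffolds, the most lost regions lay in a window of 3RHet. The window 3RHet 50001 to 100000 held 6 control regions, all lost, and 0 knockdown regions. X 21400001 to 21450000 lost 5 of 7, 3R 27900001 to 27950000 lost 5 of 5, and 3L 23050001 to 23100000, in the pericentromeric window, lost 5 of 5 with 0 knockdown regions. 2R 2000001 to 2050000 lost 4 of 10. Gained regions were most crowded at X 11100001 to 11150000, where 5 of 8 knockdown regions were gained and none of 3 control regions was lost. X 5100001 to 5150000 gained 4 of 8, and 3 regions each were gained at 3R 25250001 to 25300000, X 12000001 to 12050000 and 2R 12250001 to 12300000.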

Values the study reported

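The study reported more RRP6-rich regions on X than on the autosomes. After SU(VAR)3-9 depletion, the total number of RRP6-rich regions was reported to fall by almost 30%. On the 3RHet scaffold, 22 of the 32 regions (69%) were reported as reduced. X was reported as the least affected, with 16% of its regions downregulated. Regions in annotated transposons were reported to fall by 56%.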

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

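The matching on −log10 q and length, the matching in 10 bins, the logistic fits and the whole comparison of Uextra with the arms were chosen after seeing the data; the other alternatives were planned. No paired analysis was possible because each condition had 1 IP library and the replicate number was the same in both. The alternative for genes and repeats, assignment by any overlap, was not run, since a dm3 annotation was not used here. The cause of each change below was not tested, except that stricter thresholds and omitted scaffolds shorten the lists by construction.

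Region counts stayed within 1.5 times on merging. With −log10 q of at least 5 the control and knockdown lists held 3065 and 2660 regions, with fold of at least 5 they held 1767 and 2041, and without U and Uextra 2810 and 2598. The share on X was 24.0% with −log10 q of at least 5, 35.7% with fold of at least 5, 33.0% without U and Uextra, and 9.68% of base pairs. The share on Uextra was 41.1% and 18.7% at these thresholds, 44.6% after merging and 63.1% of base pairs. The share on the Het scaffolds was 0.33% and 0.23% at the thresholds, 2.92% without U and Uextra and 2.02% of base pairs. The share on the autosomal arms was 44.7% with fold of at least 5, 63.9% without U and Uextra and 21.9% of base pairs.

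The share lost was 27.9% with any overlap of 1 bp, 35.0% with 50% of both regions, 28.5% with 50% of either, 26.1% with another region within 500 bp, 26.9% with −log10 q of at least 5, 17.3% with fold of at least 5, 23.2% at equal list sizes, 6.13% for the upper 50% of regions by −log10 q against the full knockdown list, and 30.3% without U and Uextra. The share gained was 16.7%, 25.2%, 17.4%, 15.7%, 14.7% and 28.9% under the first 6 of these, 4.90% for the upper 50% and 24.6% without U and Uextra. Merging moved neither share beyond its interval. The order of the classes depended on the threshold, which a region can pass in 1 list only. With −log10 q of at least 5, the share lost was 30% of 10 Het regions (6.67 to 65.2%), 37.4% on Uextra, 21.5% on the autosomal arms and 15.4% on X. With fold of at least 5, 0 of 4 Het regions were lost, 48.9% on Uextra, 10.5% on the autosomal arms and 8.57% on X. Of the upper 50% of regions, 0 of 9 on the Het scaffolds, 8.41% on Uextra, 4.31% on the autosomal arms and 4.96% on X were lost. Under the 4 other overlap rules, at equal list sizes and after merging, the Het share stayed above that of the autosomal arms and X the lowest.

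The Het scaffolds stood at −7.62 points from matched arm regions with 50% of both regions, −9.27 after merging and −10.5 in the logistic fit on fold and length. These 3 were past the lower end of the expected range. With 50% of either region the difference was −7.59, at that end. The sign changed with no matching (45.5), with matching on pileup and length (25) and on −log10 q alone (0.94). The remaining alternatives ran from −11.0 to −0.17. The pericentromeric difference reached the upper end of the random lists with 50% of both regions (10.9). It changed sign with −log10 q of at least 5 (−16.5), fold of at least 5 (−11.3) and the upper 50% (−4.96), which left 5, 4 and 5 pericentromeric regions, and in the logistic fit on −log10 q and length (−0.41). The difference of X changed sign for the upper 50% (1.39, at percentile 99.5), after merging (0.34), on −log10 q alone (0.11) and in the logistic fits (0.58 and 0.34). The difference of Uextra from the arms turned positive at both thresholds, 1.65 with −log10 q and 27.2 with fold, and stayed below 0 in the other alternatives.

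The median fold was 3.08, 3.07 and 3.22 in lost regions and 4.76, 4.72 and 5.85 in kept regions, with overlap of 1 bp, within 500 bp, and without U and Uextra. Without U and Uextra it was 4.30 in gained and 6.51 in shared knockdown regions. In −log10 q the medians were 2.23 for lost, 7.26 for kept, 3.20 for gained and 6.41 for shared regions. Lost regions stayed weaker than kept ones in each. Depth limits every share lost: the knockdown IP had 66.1% of the control tags, and with 82 Het regions and 34 pericentromeric regions a difference of a few points was not detectable.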

Other observations

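The matching on −log10 q and length was added after the lists had been opened, although its predictions were written before its results were seen. The logistic fits, the densities per Mb, the expectation from depth, the modelled decrease of 50% and the values on Uextra were chosen after results were seen. The other tests below were fixed before their results were seen.

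Along the arms, X carried more RRP6-rich regions per Mb than the autosomal arms, though not in every bin, with 10 regions in its sparsest and 65 in its densest. The median 1-Mb bin of X held 41.5 control regions (quartiles 30.2 and 49.8, 22 bins) and that of the autosomal arms 17.0 (quartiles 14 and 25, 95 bins). The ratio of the means per Mb was 2.24, close to the ratio of 2.07 between X and the mean arm. Lost regions were common in the pericentromeric windows, with 79.4% lost against 28.2% distally, a share within the range of distal lists matched on fold and length. Beyond arm and fold, no clustering was seen: of 966 pairs of neighbouring arm regions within 10 kb, 139 were both lost. Shuffles of the lost calls within fold quintiles of the same arm gave a mean of 137 (95% of shuffles 125 to 150), which put the observed number at percentile 60.6.

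Uextra regions were lost less often than arm regions in each range of −log10 q under 7. The intervals lay apart only between 3 and 4 and between 4 and 5. Between 3 and 4, 36.6% of 262 Uextra regions were lost (30.8 to 42.8%), against 63.6% of 198 arm regions (56.5 to 70.3%). At 7 to 10 the shares were 8.72% (6.04 to 12.1%) and 4.15% (2.43 to 6.56%), and with any knockdown region within 500 bp counted they were 2.72% and 2.93%. Over all strengths, a logistic fit of arm loss on −log10 q and length gave 42.5% for Uextra, where 33.7% were lost. The difference was −8.84 points (−12.0 to −5.64). On fold and length the fit gave −24.9 points (−28.8 to −21.0), and matched random lists gave −29.2 (−30.7 to −27.8). With a minimum in both lists, the difference from lists matched on fold and length turned positive. It was 1.65 points (−0.24 to 3.49) with −log10 q of at least 5 and 27.2 (23.3 to 31.1) with fold of at least 5. A region near such a minimum can pass in the control list and fail in the knockdown list.

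The higher share lost on the Het scaffolds is the pattern most tied to the question of the study. Edge shifts under the 50% rule are argued against, since the Het share still exceeded the arm share by 39.6 points when any knockdown region within 500 bp counted (64.6%, 53.3 to 74.9%, against 25.1%, 23.5 to 26.8%). The weakness of Het regions in fold and −log10 q could account for the excess. Among arm lists matched on fold and length the Het share lay at percentile 2.51. On −log10 q and length, where fewer tags would remove equally strong regions alike, it lay at percentile 29.4. In pileup Het regions were not weak, with a median of 23.3, against 16.8 on the autosomal arms and 18.2 on X. Pileup includes the background, and the median fold was 2.53 on the Het scaffolds against 4.75 on the autosomal arms. Matching on pileup and length left an excess of 25 points (17.1 to 34.1). Lists matched in this way are not equal in fold, so this excess does not speak against the weakness of Het regions as its source. The logistic fit on −log10 q and length gave 76.0% for the Het scaffolds against 74.4% observed, a difference of −1.66 points (−8.62 to 5.30), and the fit on fold and length gave a difference of −10.5 points (−16.4 to −4.54). From these lists alone, a loss of RRP6 from heterochromatin through SU(VAR)3-9 stays open. Weak regions may be lost through fewer tags or through the depletion, and 1 library per condition separates neither. The study also drew on Western blots of the whole chromatin fraction. It reported less RRP6 there after the depletion, without less total RRP6. Among other evidence, it further reported co-immunoprecipitation and close proximity of RRP6 and SU(VAR)3-9. These experiments were not analysed here.

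The lower share lost on X has the same candidate explanation. X regions were stronger, and their share lay at percentile 41.9 of autosomal lists matched on fold and length and at percentile 8.36 on −log10 q and length. The logistic fits gave differences of 0.58 points (−1.69 to 2.85) and 0.34 points (−1.84 to 2.52). At equal fold and length, or equal −log10 q and length, no lower loss on X was thus seen within these intervals. Whether fewer tags or the depletion removed the weaker regions stays open, with 1 library per condition. A weaker dependence of X on SU(VAR)3-9 that follows the strength of the regions could not be told apart from these.

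The smaller number of regions in the knockdown list may come from its smaller library or from a real decrease of RRP6 after SU(VAR)3-9 depletion, and both stay open. Of the 272 arm regions with the highest −log10 q, 0% lacked a knockdown region within 500 bp, with an upper bound of 1.35%. Under a Poisson model, a 50% lower enrichment at the knockdown depth would leave 5.13% of these regions uncalled, above that bound, and a smaller decrease fewer. This covers the strongest regions only. A smaller decrease, or one at weaker regions, would pass unseen. Thinning each control region to the knockdown depth gave an expected loss of 11.8% on X, 22.2% on the autosomal arms, 45.7% on the Het scaffolds, 38.6% on U and 24.8% on Uextra. The observed shares without a region within 500 bp were 14.3%, 30.6%, 64.6%, 51.5% and 24.5%. On chromosome 4, 60.6% was expected and all 5 regions were lost. Observed loss thus lay above the expectation on every class but Uextra. In percentage points the excess was larger on the Het scaffolds than on X or the autosomal arms. The interval lay wholly above the expectation on the Het scaffolds (53.3 to 74.9%) and on U (42.7 to 60.3%). It did so too on the autosomal arms (28.5 to 32.8%) and on X (12.1 to 16.8%), so this was not particular to heterochromatin. The model took the weakest −log10 p in the knockdown list as the limit for a call. It took each control pileup as the true mean, although control regions had already passed a call. Both choices tend to lower the expected loss, above all at weak regions, so part of the excess may be built in. The model also leaves out variation between libraries. The uneven excess was therefore not assigned to a cause.

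In net number the knockdown list held 13.1% fewer regions than the control list, and the share of control regions lost was 28.5% when overlap over 50% of either region counted. The supplement of the study lists the same counts, 5447 and 4733 regions, and the downregulated regions per chromosome. The fall in number quoted from the study above is nearer to the share lost than to the net change in these counts.

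The duplicate rate was 55% in both IP libraries, against 7% and 8% in the inputs. The highest pileup was 88.7 in the control list and 80.9 in the knockdown list. Of control regions, 23.1% were under 60 bp long, and of knockdown regions 29.0%.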
